A study of Mus musculus with 3 samples. Its data were reported in "Defining the Molecular Character of the Developing and Adult Kidney Podocyte" (2011).

How the data were processed

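Podocytes were profiled from embryonic day 15.5 kidneys of CD-1 mice carrying a Mafb-EGFP transgene. Per the labels, 3 samples were each sorted for GFP from a pool of about 20 kidneys, amplified with the NuGEN WT-Ovation Pico kit and hybridised to Affymetrix mouse gene arrays of design version 1.0. The study's methods describe fewer kidneys per dissociation tube, and how tubes relate to pools is not given in the sources used here. The deposited values are log2 signal, 1 per probe set and array, which the authors made with Affymetrix Expression Console. The algorithm and software version behind these values are not given in the sources used here. For its own analysis the study named GeneSpring with a form of the RMA summarization. Whether that applies to the deposited values is not stated. That the logarithm has base 2 was inferred from the range of the values, 1.83 to 14.37, which reaches 21246 as linear signal. The table held 35557 probe sets, called probes here and no column was left unused.

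The probe annotation listed 23410 of these probes. Of them 21789 carried 1 gene symbol and were kept, and 1621 carried several and were left out. The other 12147 probes were not listed and stay unnamed, 5066 of them above the background limit on all 3 arrays, so genes matched only by such probes, Mafb and Nphs2 among them, are not analysed here. Of 1104 gene list entries 1029 matched a measured gene, 58 of them through an older symbol. Genes that fell in 2 classes of the adult list after their symbols were updated were kept in the class listed against both comparisons where that was 1 of them. Otherwise they were kept in the class listed against cortex alone.

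The choices and gene lists in this paragraph were fixed before the data were examined. The background set was 1225 probes for olfactory, vomeronasal and trace amine receptors, and the background limit of an array was their 95th percentile. For 20564 other probes the log2 value minus the array's limit was tested with limma 3.58.1 in R 4.3.3, using an intercept-only model, moderated variances and a one-sided test for a mean above 0. Values were adjusted by Benjamini and Hochberg and called at 0.05. A gene counted as above background if any of its probes was called, and the level printed is that of its probe with the highest mean. The 18729 genes tested included 17746 with 1 probe.

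Counts in the 37 gene lists were set against 10000 random lists of the same size, with 2-sided p-values adjusted over the lists. The 3 classes of the adult list and the in situ class were compared by Fisher's exact test, two-sided. The shift of a list on an array was the mean over its genes of the log2 level minus the gene's mean over the 3 arrays, set against 10000 random lists matched on level in 20 bins and adjusted over 111 tests. The 3 shifts of a list cancel out by construction, so they are not independent of each other. The smallest p that 10000 random lists give is 2e-04 before adjustment. Where a list is small its calls can rest on single genes. Adult lists came from the study's tables and were chosen on adult arrays with a minimum raw signal.

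Genes are named by a rule: the first 4 of each list of podocyte, other cell type, function and control genes, every gene of the list the study's text discusses, members on the smaller side of a list where that side holds 3 or fewer, the 5 adult markers furthest below the limit and the 10 genes above background with the largest SD. Means are over 3 arrays with the SD, which is left out where values were equal on all 3 arrays and for most genes not above background.

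Alternatives were the 90th and 99th percentile, fixed limits of 100 and 150 linear units, a background set of 124 keratin-associated, defensin and taste receptor probes, a value above the limit on every array, an intensity trend in the variances, quantile normalization, median centring, a floor at 16 linear units, genes with 1 probe, another seed and each array left out in turn. A spread taken from probes with 3 different values, and lists without tied genes or without their most variable gene, were added after seeing the data. The tests were checked on simulated data. Of 50 simulated probes at 0.25 above the limit 47 were called, and of 50 at -0.25 none. A list shift of 0.2 was found in 20 of 20 simulated lists, and 28 of 600 tests of unshifted lists gave p under 0.05. Of 1000 random lists with no effect 32 did. The simulated values had independent noise with an SD of 0.13 for each probe, without tied values, and lists of 15 genes picked at random. They do not show the error rates for tied genes or for lists whose genes vary together. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.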

Results

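The expression state of the developing mouse podocyte, the epithelial cell that wraps the glomerular capillary, was examined at embryonic day 15.5. Kidneys came from MafB-GFP mice, a bacterial artificial chromosome line on the outbred CD-1 stock in which the podocyte gene MafB drives green fluorescent protein. GFP-positive cells were purified by fluorescence-activated cell sorting from pools that the labels give as about 20 kidneys, and amplified RNA was hybridised to whole-transcript arrays. The data comprised 3 arrays of this 1 group, named replicates 1 to 3 in the labels. No second cell population or stage was analysed here, so the question asked of each gene was whether its signal lay above the background of the array, and no fold change between groups was measured. The labels do not say whether the pools came from separate litters, so p-values measure at most the spread between these 3 samples, which may be technical. For the 46.8% of genes with identical values on all 3 arrays they do not measure even that. The spread in their test came only from the 3 background limits and the moderated variance.

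The median signal of all probes was 6.47 (log2) on replicate 1, 6.48 on replicate 2 and 6.49 on replicate 3. Background was taken from probes for olfactory, vomeronasal and trace amine receptors, genes used by chemosensory neurons. The 95th percentile of these probes, the background limit, was 6.15, 6.24 and 6.24 on replicates 1, 2 and 3, or 71.2, 75.5 and 75.7 as linear signal. The number of arrays limits the precision of every value below.

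At the limit used, a majority of the genes tested lay above background. Of 18729 genes tested, 11719 (62.6%) gave a signal above background and 7010 did not (limma, Benjamini-Hochberg adjusted p under 0.05, one-sided). A linear signal over 100 was reached by 9854 genes, over 150 by 6914, over 500 by 1931 and over 1000 by 811. With a background set of keratin-associated, defensin and taste receptor genes the count of genes above background was 4943. It was 13528 at the 90th percentile, 8635 at the 99th and 6317 at a fixed limit of 150 linear units, so the majority depends on the limit. Since most genes passed, each gene list below was set against random gene lists of its size, of which 62.6% of members would pass on average. Such tests run across genes, which are not independent replicates. The random lists were drawn from all genes tested. Lists of other cell types, apart from macrophage, erythroid and nerve and glia, also lay above that share. Ureteric bud markers stood at 93.3% and mesangial and smooth muscle markers at 92.3%. An excess over random lists is therefore not by itself particular to podocytes.

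All 15 measured members of the list of podocyte transcription factors were above background, more than in random lists (adjusted p = 0.00512). Several of these genes are named by the study as expressed in podocytes, so the excess is not independent evidence. Mafb, on whose reporter the cells were sorted, is the 1 further member of that list and was not analysed here, nor was the slit diaphragm gene Nphs2 of the structure list. Foxc2, a forkhead factor required in podocyte development, reached 11.69 ± 0.035 (log2, SD, n = 3), or 5.48 above the limit. Tcf21, the mesenchymal helix-loop-helix factor also called Pod1, stood at 10.36 ± 0.14, and the Wilms tumour gene Wt1 at 10.07 ± 0.35, with replicate 2 lowest at 9.67. Foxd1, commonly used as a marker of the renal stroma, gave 10.17 on each of the 3 arrays, a linear signal of 1149.

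Genes of podocyte structure were mostly detected. In this list 17 of 20 members were above background, without a call against random lists (adjusted p = 0.0805). More than in random lists passed under 8 alternative settings, among them a fixed limit of 150 linear units (13 of 20, adjusted p = 0.0122) and quantile normalization (18 of 20, adjusted p = 0.0308). Nphs1, which encodes the slit diaphragm protein nephrin, gave 7.33 on every array and lay 1.12 above the limit. Podxl, encoding the surface sialomucin podocalyxin, gave 8.53 ± 0.15, the angiogenic factor Vegfa 8.51 ± 0.15, and the cell cycle inhibitor Cdkn1c, which marks maturing podocytes, 11.52 ± 0.025. The 3 members not above background were Synpo (6.29), Ddn (6.15) and Trpc6 (5.46), which encode synaptopodin, dendrin and a calcium channel of the foot process. Of these, Synpo lay over the limit on each array, by a mean of 0.079, and missed the call (limma, adjusted p = 0.0959). Synpo passed where a value above the limit on every array was required. The study reported Synpo in E15.5 podocytes by in situ hybridization. Among basement membrane genes 16 of 17 were above background (adjusted p = 0.0205). The laminin chains Lama5 and Lamb2 gave 7.24 each, the collagen chain Col4a1 of the immature membrane 7.64, and Col4a3 of the mature membrane 6.52 ± 0.075. Col4a6 was the exception. Under the keratin-associated, defensin and taste receptor background 11 of the 20 structure genes passed, more than in random lists (adjusted p = 0.0261), the basement membrane call was lost with 5 of 17 (adjusted p = 0.989), and Nphs1 did not pass.

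**Figure D1:**
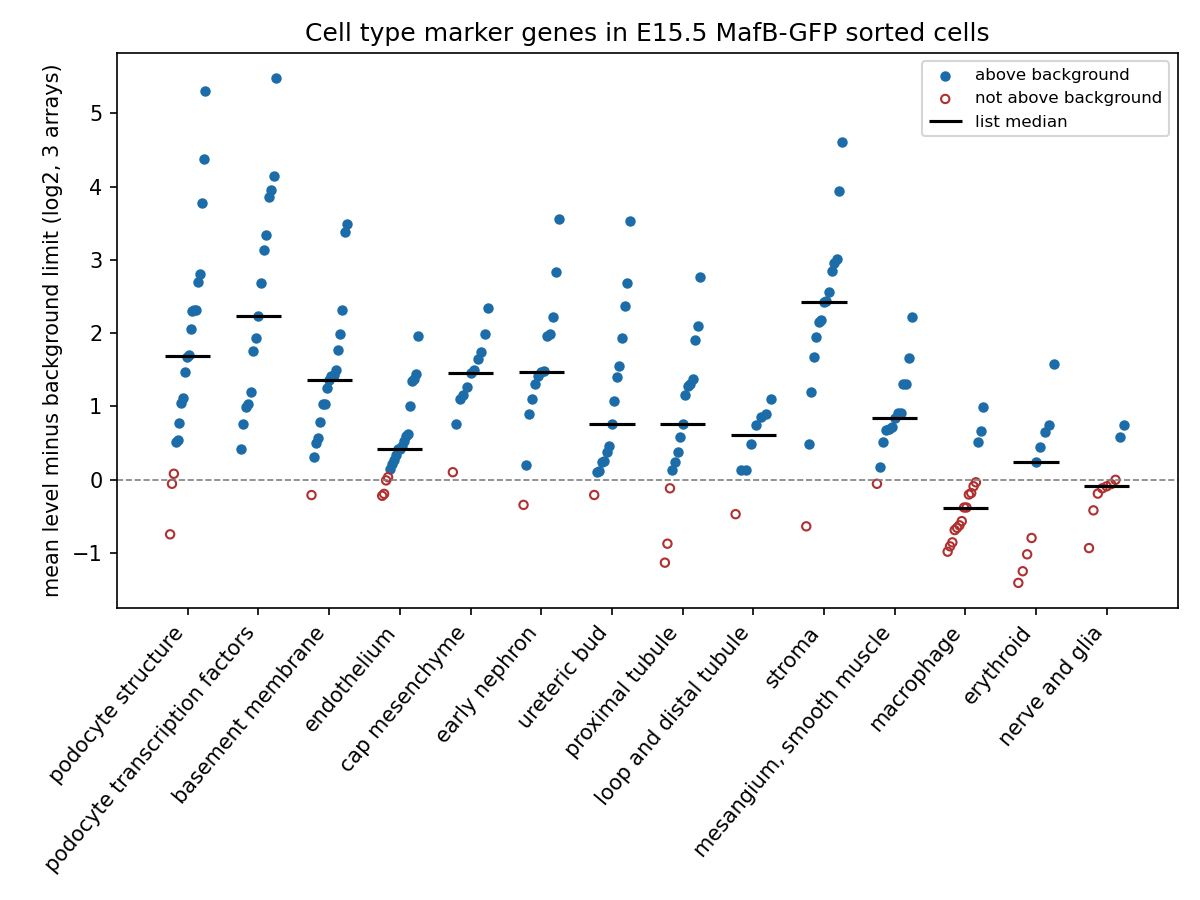
Each point is 1 gene, placed by its mean log2 signal over the 3 arrays minus the background limit on the vertical axis and grouped by marker list on the horizontal axis, with filled points above background, open points not above it, and a bar at the list median. The medians are 2.23 for podocyte transcription factors and 2.42 for stroma, against 0.42 for endothelium, -0.38 for macrophage and -0.093 for nerve and glia.

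Genes whose level in developing podocytes the study discusses were followed as a list of their own, of which 27 of 32 were above background (adjusted p = 0.0284). The call was lost in 8 alternative settings, with adjusted p from 0.0663 with the spread of untied probes to 0.411 at a fixed limit of 150. This list was chosen by the study partly on these samples and is not independent evidence of its direction. The study described many of its members as at background, off in development or only slightly above background. Several of those were called here, so 27 of 32 does not measure agreement with the study. The limits used here were 71.2 to 75.7 as linear signal, and the study took Tie2 signals below 100 as about background. The Eya and Dach families and the sine oculis homeobox genes act together in organ development, and 9 of 11 members were above background (adjusted p = 0.346). Dach1 gave 9.35 ± 0.0021. Eya1 (8.20 ± 0.28), Eya3 (8.02 ± 0.066) and Eya4 (7.88) were above background, as were Eya2 (6.50), Six3 (6.51), Six5 (6.37) and Six6 (6.32), none of which was more than 0.30 above the limit. The study placed Eya1 and Eya2 at background in the podocyte and named no stage for them. Six2, the nephron progenitor factor, averaged 7.85 ± 0.73 and varied between arrays, as described below. Six4 (6.23) and Dach2 (5.50) were not above background.

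In the BMP and activin list 15 of 18 members were detected (adjusted p = 0.145). The receptors Bmpr2 (9.71 ± 0.049), Bmpr1a (9.20 ± 0.050) and Acvr2a (8.77) and Bmpr1b (7.16 ± 0.0065) and the ligand Bmp2 (7.54 ± 0.13) were above background, and Grem1 (6.13), Inhba (5.73) and Fst (6.22) were not above background. The study placed Bmpr1b and Bmp2 at background in podocytes and named no stage for them. Of 24 muscle and contractile genes 19 were detected (adjusted p = 0.178), and in 3 alternative settings, among them a fixed limit of 150 (14 of 24, adjusted p = 0.0377), more passed than in random lists. The actin-binding and myosin genes Tpm1 (10.96 ± 0.19) and Myl6 (12.39 ± 0.14) were above background. The smooth muscle genes Cnn1, or calponin (6.91 ± 0.35), and Smtn, or smoothelin (7.24), were also detected, whereas the smooth muscle cofactor Myocd (5.87), the sarcomeric gene Neb (5.31), Rrad (5.94) and the cardiac calcium channel Ryr2 (5.76) were not. Fhl2 (7.05), Adam8 (6.62 ± 0.054), Id1 (7.91 ± 0.0033) and Id2 (9.27 ± 0.014) were above background, as were the splicing regulators Mbnl1 (9.15 ± 0.026) and Mbnl2 (9.30 ± 0.12).

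Axon guidance genes were detected more often than random lists, with 25 of 26 above background (adjusted p = 0.00247) and Unc5b (6.20) the exception. The axon guidance list, and those of clearance and growth factors below, include genes that the study itself reported in podocytes. Their excess over random lists is therefore not independent evidence. The receptor Robo2 gave 10.06 ± 0.15 and its ligand Slit2 8.73 ± 0.24. The semaphorins Sema3a (8.51), Sema3e (6.74 ± 0.025), Sema3g (6.93) and Sema5a (8.59 ± 0.062) were all above background. The study described Sema3e and Sema3g as off in development. Here Sema3e and Sema3g lay 0.53 and 0.72 above the limit, at linear signals of 107 and 121.8. The endothelial gene Tek gave a similar linear signal of 113.5, so these calls do not show that Sema3e and Sema3g were expressed. Genes for clearance and endocytosis were detected in 17 of 19 cases (adjusted p = 0.036), a call lost at the 90th percentile (adjusted p = 0.19) and with the keratin-associated, defensin and taste receptor background (8 of 19, adjusted p = 0.335). The annexin Anxa5 gave 10.23 ± 0.053 and Anxa1 7.36 ± 0.45, the receptor kinase Mertk 7.57 ± 0.061 and the scavenger receptor Colec12 7.44 ± 0.023, while the scavenger receptors Msr1 (4.54) and Cd36 (5.48) were not detected. In the list of growth factors and receptors 24 of 27 passed (adjusted p = 0.0127). Npr3, a natriuretic peptide clearance receptor, gave 9.40 ± 0.027, the cytokine receptor subunit Il6st 9.96 ± 0.20 and Ifngr1 7.79 ± 0.041, and Pdgfb (6.21), Fgf1 (5.80) and Fgf2 (5.30) were not above background.

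Lists of integrins and of the Notch pathway did not differ from random lists. Integrin subunits were detected in 16 of 22 cases (adjusted p = 0.462), among them Itgb1 (10.73 ± 0.096), Itgav (9.41 ± 0.15), Itga3 (7.50 ± 0.0068) and Itga2 (6.62 ± 0.19). Notch pathway genes were detected in 15 of 20 cases (adjusted p = 0.389), among them Jag1 (8.17 ± 0.36), Notch2 (7.71 ± 0.18), Hes1 (7.20 ± 0.079) and Notch1 (7.15 ± 0.050). Immediate early genes, which also rise when tissue is dissociated, were above background in 17 of 19 cases (adjusted p = 0.036), with Jun at 8.54 ± 0.035, Egr1 at 7.57 ± 0.27 and Fos at 6.76 ± 0.20, and with Atf3 (5.97) and Nr4a1 (5.92) not detected. This call was lost without replicate 2 (adjusted p = 0.0906), without replicate 3 (adjusted p = 0.086) and at a fixed limit of 150 linear units, where 8 of the 19 passed (adjusted p = 0.679). All 12 housekeeping genes measured as a control were detected (adjusted p = 0.0199), among them Actb at 12.85 ± 0.23 and Rplp0 at 12.61 ± 0.26. All members also passed at the 90th percentile and among genes with 1 probe, but without a call there (adjusted p = 0.0782 and 0.0675).

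Genes of the dividing cell were present together with inhibitors of division. All 16 DNA replication genes and all 17 mitosis genes were above background (adjusted p = 0.00247 for each list). The replication genes Pcna (11.49 ± 0.071), Rrm2 (9.74 ± 0.097), Mcm6 (9.61 ± 0.090) and Mcm2 (7.79 ± 0.063) and the mitosis genes Top2a (10.72 ± 0.022), Cdk1 (10.15 ± 0.098) and Mki67 (9.20) were detected on each array. Of 11 cell cycle inhibitor and exit genes 9 were detected (adjusted p = 0.346). Beside Cdkn1c, Cdkn1b gave 9.01 ± 0.36 and Cdkn2a 6.34 ± 0.043, and Cdkn2b (6.06) and Cdkn2c (5.98) were not above background. At a fixed limit of 150 linear units 15 of the 16 replication genes and 17 of the 17 mitosis genes still exceeded it in mean signal.

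Markers of the other cell types that a sorted kidney suspension could hold were examined as 11 lists. Macrophage genes were detected less often than random lists, with 3 of 16 above background (adjusted p = 0.00247). Csf1r (6.01), Adgre1 (5.55), C1qa (6.12) and Ptprc (5.59), the F4/80, complement and CD45 genes among them, were not detected, and the 3 that were detected were Cd68 (6.88 ± 0.15), Cx3cr1 (7.20) and Tyrobp (6.72). With the limit at the 90th percentile of the background set 7 of the 16 passed and the macrophage call was lost (adjusted p = 0.0585). Nerve and glia markers passed in 2 of 9 cases, Sox10 (6.96) and Erbb3 (6.80), without a call (adjusted p = 0.0531). The same count of nerve and glia markers was fewer than in random lists under 3 alternative settings (adjusted p = 0.0434 to 0.0496). Endothelial markers passed in 15 of 19 cases (adjusted p = 0.268), with a list median of 0.42 above the limit. Tek, the angiopoietin receptor Tie2, gave 6.83 on every array, a linear signal of 113.5, and Pecam1 gave 6.55, Kdr 6.42 and Cdh5 7.65 ± 0.093. At a fixed limit of 150 linear units 4 of the 19 endothelial genes passed, and Tek did not, whereas at the 90th percentile all 19 passed, more than in random lists (adjusted p = 0.0207).

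Stromal markers were detected more often than random lists, with 14 of 15 above background (adjusted p = 0.0344) and a list median of 2.42 above the limit. Dcn, encoding the matrix proteoglycan decorin, gave 9.16 ± 0.072, Meis1 8.63 ± 0.17, the growth factor receptor Pdgfra 8.39 ± 0.23 and Col1a1 8.16 ± 0.028, and Tbx18 (5.57) was not detected. Ureteric bud markers passed in 14 of 15 cases (adjusted p = 0.0344), with E-cadherin, Cdh1, at 8.58 ± 0.075, Hoxb7 at 7.61 ± 0.046, Wnt11 at 6.59 and the receptor Ret at 6.33 ± 0.032, and Elf5 not detected. At a fixed limit of 150 linear units 6 of the 15 ureteric bud genes and 12 of the 15 stromal genes passed. The stromal call was lost at the 90th percentile (14 of 15, adjusted p = 0.159). The ureteric bud call was lost with any 1 array left out, when 12 of 15 passed. Cap mesenchyme markers passed in 10 of 11 cases (adjusted p = 0.124), including the progenitor genes Cited1 (7.37) and Gdnf (7.31), with Meox1 (6.31 ± 0.15) not detected, and gave a call in 3 alternative settings (adjusted p = 0.00879 to 0.0338). Early nephron markers passed in 12 of 13 cases (adjusted p = 0.0642), including Pax8 (8.43 ± 0.42), Wnt4 (7.68 ± 0.082) and Lhx1 (7.63 ± 0.38), with Dll1 (5.86 ± 0.023) not detected, and gave a call in 2 alternative settings (adjusted p = 0.0183 and 0.0455).

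Proximal tubule markers passed in 12 of 15 cases (adjusted p = 0.311). The endocytic receptors Lrp2 (8.98 ± 0.097) and Cubn (7.51 ± 0.040), the phosphate transporter Slc34a1 (7.58 ± 0.054) and Hnf4a (7.49) were detected, and Fbp1 (6.09), Kap (5.08) and Miox (5.34) were not. Loop and distal tubule markers passed in 7 of 8 cases (adjusted p = 0.323), at 7.31 ± 0.69 for the salt transporter Slc12a1, 7.11 for the potassium channel Kcnj1, 6.69 ± 0.29 for Slc12a3 and 6.34 for Umod, with Pvalb (5.74) not detected. Mesangial and smooth muscle markers passed in 12 of 13 cases (adjusted p = 0.0642), with Acta2 at 8.43 ± 0.22, Myh11 at 7.11, Pdgfrb at 6.93 ± 0.071 and Des (6.15) not detected. Erythroid genes passed in 5 of 9 cases (adjusted p = 0.898), among them Alas2 (6.86) and the embryonic globin Hbb-y (7.80 ± 0.77). Without replicate 1 the counts were 4 of 8 loop and 3 of 9 erythroid genes. At the fixed limit of 150 no macrophage, erythroid, nerve or loop marker passed with limma.

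The study's lists of genes elevated in adult podocytes were then asked of the E15.5 cells. These lists were drawn from adult, cortex and E13.5 arrays and required a minimum signal, which itself raises the share detected. Of genes higher in adult than in E13.5 podocytes but not listed against adult cortex, 378 of 380 (99.5%) were above background at E15.5. Of those listed against cortex alone 71 of 74 (95.9%) were, and of those listed against both 210 of 240 (87.5%). Each of these counts exceeded random lists (adjusted p = 0.00106). The E13.5-only class was detected more often than the class listed against both (Fisher's exact test, two-sided, adjusted p = 8.48e-11, odds ratio 26.9, 95% confidence interval 6.71 to 233). Their median levels above the limit were 2.56 and 1.57, and such a difference can follow from how the classes were selected. The E13.5-only class also differed from the cortex-only class (exact adjusted p = 0.0489), and the cortex-only class from the class listed against both (exact adjusted p = 0.0489). Both of these calls were lost under several settings, among them leaving out replicate 1 (exact adjusted p = 0.0915 for each). At the 90th percentile the first of them turned direction, at 379 of 380 against 74 of 74. The genes not detected were Kap and Rora (6.21) in the E13.5-only class and Slfn3 (5.97), Endou (5.97) and Arhgef26 in the cortex-only class.

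Among highly enriched adult markers 115 of 131 were above background at E15.5 (adjusted p = 0.00106). The 5 furthest below the limit were the neurotransmitter receptor gene Gabrb1 (4.21), Tlr7 (4.30 ± 0.17), Myom2 (5.54), Abca9 (5.74) and Acpp (5.78). Adult markers with a podocyte pattern in public embryo in situ data were detected in 22 of 23 cases and the remaining adult markers in 93 of 108 (Fisher's exact test, two-sided, p = 0.303). At fixed limits of 100 and 150 linear units this difference passed the threshold (exact p = 0.0445 and 0.0355). The exception among the in situ markers was Synpo, which lay 0.079 above the limit and narrowly missed the call. By function, 37 of 40 receptor genes, 20 of 22 receptor binding genes, 95 of 100 signal transduction genes and 47 of 49 transcription genes of the adult list were detected (adjusted p = 0.00106, 0.0187, 0.00106 and 0.00106). The members not detected were Gabrb1, Rora and Tlr7 among receptors, Vtcn1 (5.95 ± 0.053) and Adm (6.17) among receptor binding genes and Smyd1 (5.86) and Rora among transcription genes. Adjusted over the list alone, every fixed list kept its count but 3 of the adult lists, which gave 212 of 240, 96 of 100 and 116 of 131.

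The 3 arrays were next compared with each other, since markers of another cell type that move together on 1 array would point to a sort of different composition. Over 18729 genes the Pearson correlation between arrays ranged from 0.996 to 0.997. This correlation is across genes, which are not independent replicates. The SD of a gene over the 3 arrays had a median of 0.00877 and a 90th percentile of 0.166 (log2), and 50 genes had an SD over 0.5. These small values arose partly because 8765 genes (46.8%) had identical values on all 3 arrays. Among the 4223 genes with 3 different values the median SD was 0.133.

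**Figure D2:**
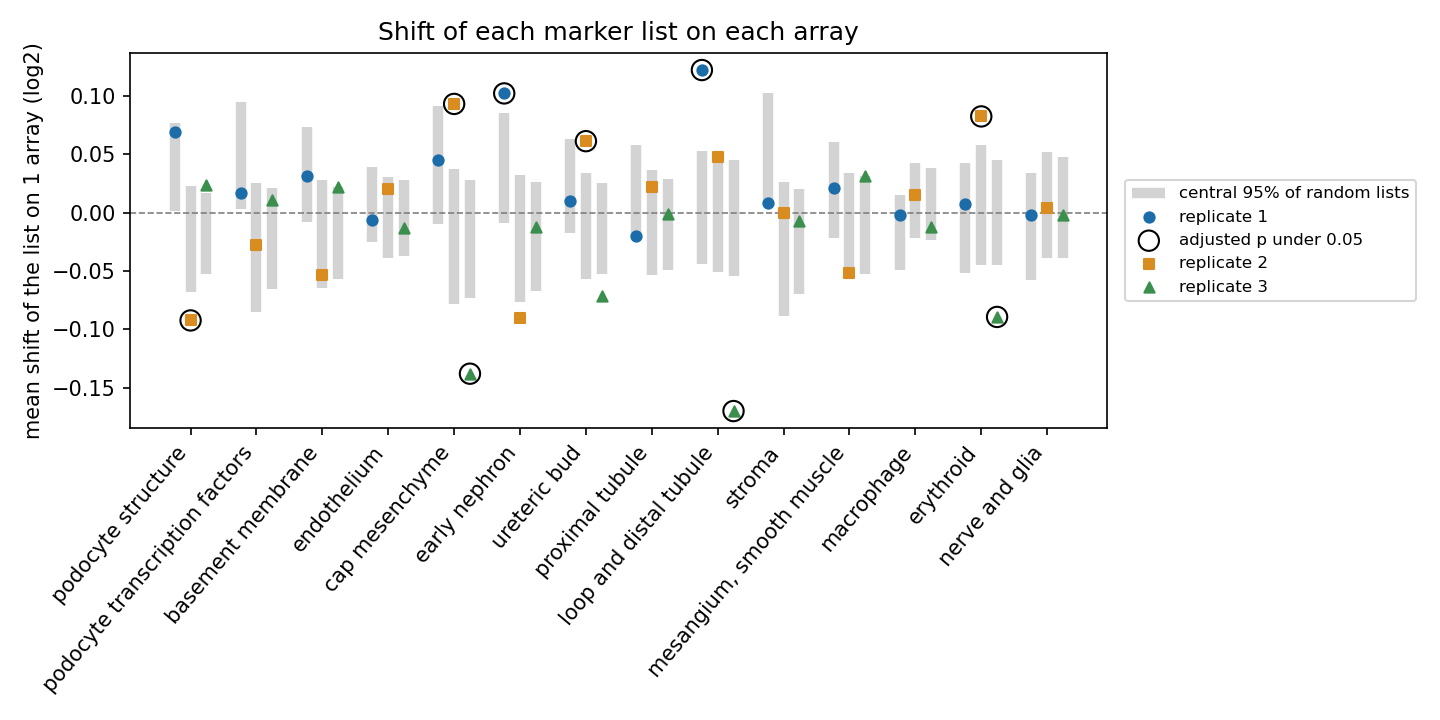
For each marker list on the horizontal axis, the symbols give the mean over its genes of the log2 signal on 1 array minus the gene's mean over the 3 arrays, with grey bars for the central 95% of random lists matched on level and circles where the adjusted p was under 0.05. Replicate 3 lies at -0.17 for loop and distal tubule and at -0.138 for cap mesenchyme, and replicate 2 at -0.0924 for podocyte structure.

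Cap mesenchyme markers shifted down on replicate 3 by a mean of -0.138 (adjusted p = 0.0074, lower for 7 and higher for 0 of 11 genes) and up on replicate 2 by 0.093 (adjusted p = 0.00783, higher for 5 and lower for 2 of 11). Loop and distal tubule markers shifted up on replicate 1 by 0.122 (adjusted p = 0.00476, higher for 2 and lower for 3 of 8) and down on replicate 3 by -0.17 (adjusted p = 0.00222, lower for 4 and higher for 1 of 8). Erythroid genes shifted up on replicate 2 by 0.0823 (adjusted p = 0.0484, higher for 2 and lower for 1 of 9) and down on replicate 3 by -0.0894 (adjusted p = 0.0316, lower for 2 and higher for 1 of 9). For each of these lists the calls up and down are not independent, since the shifts of a list cancel out over the arrays. Early nephron markers shifted up on replicate 1 by 0.102 (adjusted p = 0.0428, higher for 7 and lower for 3 of 13) and ureteric bud markers up on replicate 2 by 0.0611 (adjusted p = 0.019, higher for 7 and lower for 3 of 15). Podocyte structure genes shifted down on replicate 2 by -0.0924 (adjusted p = 0.0212, lower for 14 and higher for 0 of 20). No stromal or endothelial shift was called. A shift can show only carry-over that differs between the sorts, so its absence does not speak against carry-over shared by all 3. Each of the 9 calls in this paragraph was lost when the list's most variable gene was left out, with adjusted p between 0.104 and 0.974. The shifts then stood at 0.0852 for early nephron, -0.0686 for podocyte structure, 0.0352 and -0.075 for cap mesenchyme, 0.0288 for ureteric bud, 0.0375 and -0.0729 for loop and distal tubule, and 0.00785 and 0.00429 for erythroid genes. The gene left out was picked by its spread on these same arrays. Leaving it out tends to weaken a shift, most in a small list, so a lost call does not show that the shift rested on 1 gene.

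Of 15 called shifts of adult lists 11 were still called without the list's most variable gene. These lists hold 23 to 380 genes, and 1 gene weighs less in a larger list. Genes listed against both adult comparisons lay at 0.0589 on replicate 1, -0.0693 on replicate 2 and 0.0104 on replicate 3, each outside the central 95% of random lists (adjusted p = 0.00222 for each). On replicate 2, 140 of the 240 were lower than their mean and 27 higher. Genes of the E13.5-only class lay at -0.0857 on replicate 2, where 259 of 380 were lower (adjusted p = 0.00222). Without the most variable gene these values were -0.067 and -0.0842 on replicate 2, and both calls held. Immediate early genes lay at -0.0464 on replicate 1, where 10 of 19 were lower (adjusted p = 0.00342), and at 0.0464 on replicate 2 (adjusted p = 0.0293). Without the most variable gene the call on replicate 1 held (-0.032, adjusted p = 0.0333) and that on replicate 2 was lost (0.0382, adjusted p = 0.0974). In all, 28 shifts of a list on 1 array were called, 15 of them in lists of adult podocyte genes. Calls on the same list are not independent of each other. Outside the adult lists, the calls not given above were on replicate 3. They were axon guidance (0.0276, adjusted p = 0.019) and the list of Eya, Dach and sine oculis genes (-0.0984, adjusted p = 0.019). Both were lost without the list's most variable gene (adjusted p = 0.0717 and 0.605).

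The variation between arrays was largest in 10 genes above background, of which Cldn16, Hbb-y, Six2, Apela and Slc12a1 were each lowest on replicate 3. Cldn16, a tight junction gene of the thick ascending limb, gave 7.79, 7.20 and 6.22 on replicates 1, 2 and 3, and Slc12a1 gave 7.79, 7.62 and 6.52. Six2 gave 7.95, 8.52 and 7.08, the embryonic globin Hbb-y 7.96, 8.47 and 6.96, and the peptide hormone gene Apela 8.77, 8.94 and 7.63. Zfp626 (8.93, 7.35 and 7.39) and Fabp7, a fatty acid binding protein gene (9.28, 8.32 and 8.16), were highest on replicate 1, and the splicing factor gene Cwc22 (8.95, 10.29 and 10.17) was lowest there. Sp140 (9.78, 8.68 and 9.68) and the defensin gene Defb1 (7.68, 6.75 and 7.91) were lowest on replicate 2. With 1 group, such differences between single arrays could not be tested gene by gene.

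**Figure D3:**
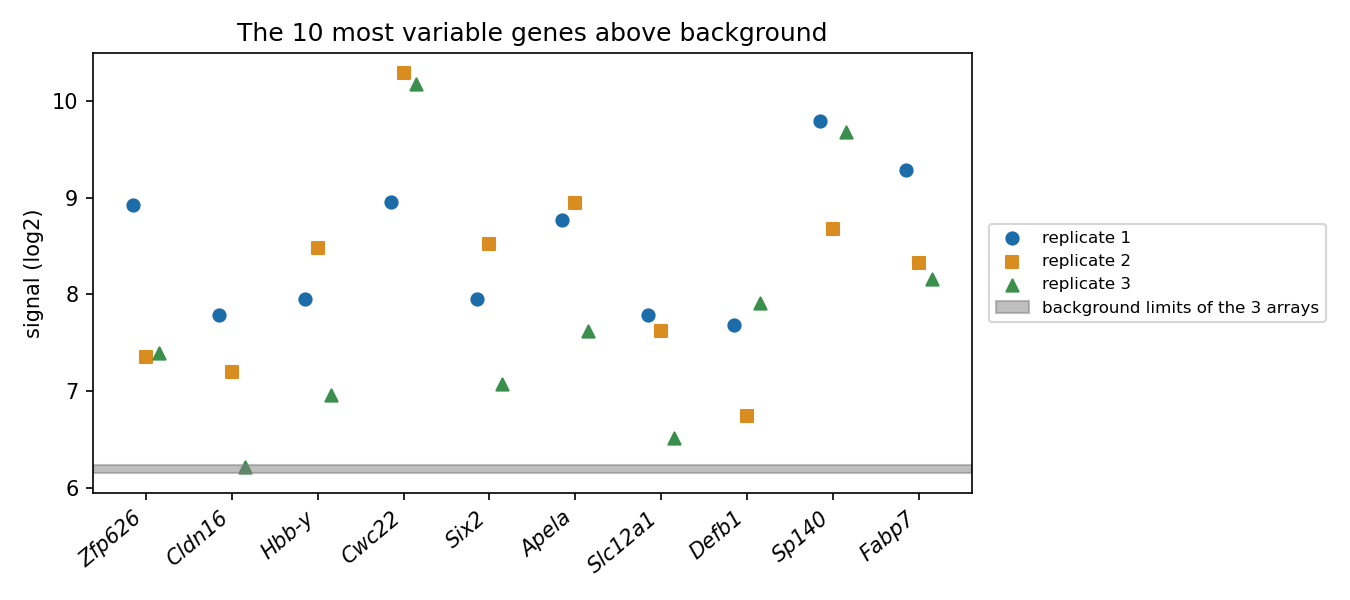
Each point is the log2 signal of 1 array for the 10 genes above background with the largest SD over the 3 arrays, named on the horizontal axis, with 1 symbol per replicate and a grey band for the background limits of the 3 arrays. Six2 lies at 7.95, 8.52 and 7.08 on replicates 1, 2 and 3.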

Values the study reported

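The study reported Tie2 raw signals of typically below 100 in its podocyte samples and took levels of this kind as background. It described Foxd1 raw signals of over 1000 at E13.5 and at E15.5. It treated a raw signal of at least 500 as very roughly the level needed for detection by in situ hybridization, and combined its adult screens into 894 probesets.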

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

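The alternatives were chosen before the data were examined, except that a spread from untied probes, lists without tied genes and lists without their most variable gene were chosen only after the data were seen. Median centring and a floor at 16 linear units changed no list call, and a new seed for the random lists changed none. The calls that held in every setting for their own list were those of podocyte transcription factors, axon guidance, growth factors, DNA replication, mitosis and 9 adult lists, whereas many others depended on the background limit. Of these, the lists of podocyte transcription factors, axon guidance and growth factors, like the adult lists, include genes the study reported in podocytes. Holding in every setting is no independent evidence for them. Fewer genes pass a higher limit by construction. For the remaining changes the cause was not tested. What the arrays limit is the signal over background of genes close to the limit.

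At the 90th percentile 7 of 16 macrophage genes and 7 of 9 nerve and glia genes passed, and the macrophage call was lost (adjusted p = 0.0585). The calls for stroma (14, adjusted p = 0.159), clearance (17, adjusted p = 0.19), immediate early genes (17, adjusted p = 0.19), housekeeping (12, adjusted p = 0.0782) and the genes the text discusses (28, adjusted p = 0.111) were lost, and 19 endothelial genes gave a call (adjusted p = 0.0207). The E13.5-only class against the cortex-only class turned direction there, at 379 of 380 against 74 of 74 (exact adjusted p = 1).

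At the 99th percentile the counts were 5 for endothelium, 8 for ureteric bud, 4 for loop, 2 for erythroid, 1 for nerve, 5 for the Eya list, 9 for Notch and 11 for immediate early genes, and the calls for ureteric bud and immediate early genes were lost. The genes the text discusses (20, adjusted p = 0.131) and the E13.5-only class against cortex-only (exact adjusted p = 0.0896) lost their calls. Podocyte structure (15), cap mesenchyme (10), early nephron (11) and contractile genes (18) gained one.

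With the keratin-associated, defensin and taste receptor background 5660 probes and 4943 genes passed. Counts were 11 for podocyte structure, 5 for basement membrane, 1 for endothelium, 4 for cap mesenchyme, 5 for early nephron, 5 for ureteric bud, 3 for proximal tubule, 0 for loop, 2 for mesangium, 0 for macrophage, 1 for erythroid and 0 for nerve. They were 16 for axon guidance, 12 for contractile genes, 8 for clearance, 5 for the Eya list, 6 for BMP, 7 for integrins, 3 for Notch, 5 for immediate early genes, 5 for inhibitors and 14 for the genes the text discusses, and 124, 22 and 63 for the adult genes listed against both, receptors and markers. The calls for basement membrane, ureteric bud, clearance, immediate early genes and the genes the text discusses were lost, and podocyte structure and contractile genes gained one. Of 162 named genes 55 lost their call.

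At a fixed limit of 100 counts were 9 for endothelium, 8 for ureteric bud, 2 for loop, 3 for erythroid, 4 for the Eya list and 11 for immediate early genes, without a call for ureteric bud or immediate early genes. The genes the text discusses (20, adjusted p = 0.318) and the E13.5-only class against cortex-only (exact adjusted p = 0.0777) lost their calls, and podocyte structure (16), early nephron (11) and the in situ class (exact p = 0.0445) gained one. At 150, 7109 probes and 6317 genes passed, with counts of 4 for endothelium, 6 for ureteric bud, 7 for proximal tubule, 0 for loop, 3 for mesangium, 0 for macrophage, 0 for erythroid, 0 for nerve, 4 for the Eya list, 8 for BMP, 9 for integrins, 6 for Notch, 8 for immediate early genes, 5 for inhibitors, 14 for the genes the text discusses and 75 for adult markers. Ureteric bud, immediate early genes and the genes the text discusses lost their calls. Podocyte structure (13), cap mesenchyme (8), contractile genes (14) and the in situ class (exact p = 0.0355) gained a call. A mean signal over 500 was reached by 1931 genes and over 1000 by 811.

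Requiring a value above the limit on every array gave calls for podocyte structure (18) and nerve (2), and lost cortex-only against both (exact adjusted p = 0.106). An intensity trend gave calls for cap mesenchyme (11) and nerve (2), quantile normalization for podocyte structure (18) and nerve (2), and each lost cortex-only against both (exact adjusted p = 0.0725). With 1 probe per gene, housekeeping (8) lost its call. With the spread from untied probes ureteric bud (12), immediate early genes (16), the genes the text discusses (25) and the E13.5-only class against cortex-only (exact adjusted p = 0.213) lost theirs and podocyte structure (17) gained one.

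With each array left out in turn, the count was 3 to 5 for erythroid, 4 to 5 for loop, 12 to 12 for ureteric bud, 16 to 17 for immediate early genes, 17 to 18 for podocyte structure and 25 to 26 for the genes the text discusses. Ureteric bud lost its call each time, immediate early genes without replicate 2 (adjusted p = 0.0906) and without replicate 3 (adjusted p = 0.086), and the genes the text discusses without replicate 1 (adjusted p = 0.149) and without replicate 3 (adjusted p = 0.0894), and podocyte structure gained one without replicate 1 (adjusted p = 0.03). The exact adjusted p was 0.0891 to 0.126 for E13.5-only against cortex-only and 0.0319 to 0.0915 for cortex-only against both. The median SD was 0 to 0, a result of fewer arrays and tied values. It was 0.0258 after quantile normalization, 0.0269 for genes above background and 0.133 for untied genes, for which the 90th percentile was 0.289.

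List shifts were called 12 times with a median in place of the mean and 12 times without each list's most variable gene, where the erythroid shift on replicate 3 turned to 0.00429 (adjusted p = 0.974). The direction of a shift was read against the middle of its matched random lists, a choice made after the values were seen. The bare sign changed for 1 called shift after quantile normalization and for 4 after median centring, each of them an adult list.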

Other observations

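The tests of identical values and of a background limit set too low were chosen only after their results were seen, and that of carry-over cells was written before. Markers of stroma included the opioid precursor gene Penk at 10.83 ± 0.11 and the retinoic acid binding protein gene Crabp1 at 10.15 ± 0.19 (log2, SD, n = 3), both named here after their values were seen.

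Identical values on all 3 arrays were found for 12939 probes (36.4%), in 45.5% of listed and 18.7% of unlisted probes. Simulated median polish over 3 arrays, the summary step of a common array algorithm, left from 73.2% of probe sets of 26 probes identical at a spread of 0 between arrays to 7.5% at 0.3, and 0% of sets of 4 probes. The share nearest to the one observed was 45%, at a spread of 0.1 picked for that match, so such a step can leave ties but was not shown to be their cause. Values set to a floor are argued against by a share of 38.58% among the 10% of probes with the lowest levels, under the 45.2% to 47.4% at middle levels, and 1 array deposited more than once by a highest share of 46.06% equal between any pair. Coarse steps in the values stay open, and no biological explanation was tested, since the design has 1 group.

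Markers of other renal cell types were above background in cells sorted for GFP, and carry-over cells that differ between sorts would raise a whole list on 1 array. The prediction written beforehand, that at least 1 such list shifts up, was met by 5 of 11 lists, and 0 of these 5 kept the call without the list's most variable gene, a requirement added after the shifts were seen, although early nephron kept 0.0852 of 0.102. In such small lists leaving out that gene tends to weaken any shift, so the requirement cannot decide the question. Cap mesenchyme, loop and erythroid genes were also called down on replicate 3. Since the shifts of a list cancel out over the arrays, their upward calls in part mirror that drop. On replicate 2 cap mesenchyme (0.093) and ureteric bud (0.0611) were up and podocyte structure was down (-0.0924, and -0.0686 with adjusted p = 0.254 without its most variable gene). Adult markers were also down (-0.0672, 76 lower and 10 higher of 131, adjusted p = 0.00222). They stayed so without their most variable gene (-0.063, adjusted p = 0.00317), so this drop did not rest on 1 gene. Adult genes not listed against cortex were down as well (-0.0857, adjusted p = 0.00222). Early nephron (-0.0902, adjusted p = 0.0587), mesangium (-0.052, adjusted p = 0.163) and housekeeping genes (-0.107, adjusted p = 0.18) lay below the middle of their random lists (-0.019, -0.00856 and -0.0391), without a call. Carry-over stays open, and the upward shifts cannot be told apart from variation of single genes. A background limit set too low stays open as well, since of 106 list members above background 48 (45.28%) stayed above it at 150 linear units, and at the limit used 21 of 124 probes (16.9%) of the keratin-associated, defensin and taste receptor set were called. That set takes in Defb1, itself above background at 7.45 ± 0.62. It may hold expressed genes, so the 16.9% need not all be false calls and the limit drawn from it may be too high. Transcription of these genes by podocytes themselves was not tested.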
